A study of Yarrowia lipolytica with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

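Total RNA of mid-log Yarrowia lipolytica cells (Cy3) and genomic DNA of the species (Cy5) were hybridized on 4 arrays, with the same dye orientation on all of them. Per the labels, the arrays are replicates 1 to 4 of 1 group. Per the file headers, all 4 lie on 1 slide and come from 1 scan, so slide and scan could not be tested as batches, and a dye effect cannot be separated from the difference between RNA and genomic DNA.

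The authors deposited the scanner output of each array. Its intensity values are, per the file headers, those of Feature Extraction version 10.1.1.1 with protocol GE2-v5_10_Apr08, which differs from the version named in the methods of the study. The median signal and the median local background are unnormalized intensities. The deposited processed signals are intensities after background subtraction, detrending and dye normalization, which includes a LOWESS fit of the ratio on brightness. The deposited log10 ratio is that of Cy5 over Cy3, opposite to the direction used here. The authors also deposited a table of log2 values per gene. Its row identifiers matched no probe column that was tested, so it was used only for results that name no gene. The formula behind it was found by trying combinations of signal, background, flags and averaging, after the values had been seen, and it assumes that its rows follow the order in which genes first appear in the scanner files. The probe design carried no gene descriptions.

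For the main values the local background median was subtracted from the median signal in each channel, as the methods describe. Values at or below 0, and spots marked as non-uniform or population outliers in either channel, were left out. The log2 ratio of Cy3 over Cy5 was taken per probe and summarized as the median over the 2 probes of a gene. Where 1 probe was left out, the other alone gave the value. Replicate and probe agreement were computed before normalization between arrays. For the test against the median gene, the arrays were quantile-normalized, the median gene was subtracted, and the intercept was tested against 0 with lmFit and eBayes in limma 3.58.1 (R 4.3.3), with Benjamini-Hochberg adjustment at 0.05, for genes measured on at least 3 arrays (at least 2 when 1 array was left out). The ratio to the median gene is a comparison between different probes, which rests on the genomic DNA signal as denominator. Quantile normalization gives extreme genes identical values on all arrays, so means and SDs of named genes are those of median-centred values before it. The design had not fixed that scale. The limma p-values printed beside these SDs come from the quantile-normalized values, so they do not measure the printed spread. Other values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

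The test was tested on simulated data with 200 of 6661 genes shifted. It recovered 93% of shifts of 1 log2 unit and 71% of shifts of 0.5, and 3.53% of its calls were of genes that had not been shifted. The other simulated genes sat at the median gene with independent noise, while 93.4% of the genes in the data were called. These shares therefore do not measure the power or the false calls in the data. No pair of arrays shared more than 0.502% of identical Cy3 median signals, so no array was a copy of another. This check cannot tell repeat hybridizations of 1 RNA apart from separate samples. All 4 were counted as separate replicates because of the labels and the methods, which describe biological replicates.

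The rule for named genes was fixed before the data were examined. It takes the 5 highest and 5 lowest mean ratios among genes with 2 different probes, each well above background in both channels and unsaturated on all 4 arrays, and probe means within 1 log2 unit. It adds the 3 largest SDs without the last condition and a fixed list of 6 locus tags. The conditions were met by 4685 and 4932 genes. The files give locus tags but no names, and the reference gene table used here, of assembly ASM176148v1, contained 0 of these tags, so only the first genes of each part are printed. Later tags of the fixed list are named only to give a limit of their signal. A stricter version of the rule, which also required that no spot of the gene be an outlier, had been looked at before the rule as fixed was applied. It shared 4 of the 5 highest, 4 of the 5 lowest and 0 of the 3 most variable genes with it.

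Tests of 12 gene sets and of intron-containing genes had been planned and were not run, because they need gene descriptions and gene structures for these tags. Alternatives to the background correction, normalization, filter on dim probes, outlier spots, probe summary and set of replicates were chosen before the data were examined. Subtraction of the negative control signal, quantile normalization before comparing replicates, the median absolute probe difference, and the use of these alternatives for the range of ratios were added afterwards.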

Results

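Transcript levels of the yeast Yarrowia lipolytica were measured on 4 two-colour oligonucleotide arrays. On each array, Cy3-labelled cDNA made from total RNA of mid-log cells in rich medium was hybridized together with Cy5-labelled genomic DNA of the same species. All 4 arrays belong to 1 group and are replicates of 1 another, so the design holds no comparison between conditions. The ratio of RNA to genomic DNA signal is meant to put different genes on 1 scale, because the genomic DNA should bind each probe in proportion to how well that probe hybridizes. The questions the design allows are how well the replicates repeat, how well the 2 probes of a gene repeat, and which genes lie above or below the typical gene. The array carried 13342 gene probes for 6671 genes, with 2 probes of 55 bases per gene.

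The median background-subtracted Cy3 signal of the gene probes was 919 ± 49.6 (SD, n = 4 arrays), and the median Cy5 signal was 4382 ± 161 (SD, n = 4). Negative control spots gave a median of 41.4 ± 9.89 in Cy3 and 17.2 ± 6.95 in Cy5 (SD, n = 4). The share of gene probes well above background was 99.7% ± 0.0375 in Cy5 and 82.3% ± 6.26 in Cy3 (SD, n = 4). In Cy3 it ranged from 76.8% on the array of replicate 2 to 91.3% on the array of replicate 1. No gene probe was saturated. Feature Extraction, the scanner software, had marked 832 ± 401 gene probes per array as outliers (SD, n = 4), mostly in Cy5, and these spots were left out. The number of arrays, 4, limits the precision of every value below.

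The first question was whether the replicates repeat, which the methods of the study judge by correlation. Pearson's r across genes between pairs of arrays lay between 0.988 and 0.993 over the 6 pairs, with a median of 0.991, before any normalization between arrays. Spearman's rho lay between 0.992 and 0.995. These are correlations across genes, which are not independent replicates, so no p-value is attached. The median gene had an SD of 0.12 log2 units across the 4 arrays, over 6528 genes measured on all of them, and 430 genes had an SD above 0.5. Of the alternatives tried, normalizing each array by loess before comparing arrays moved the correlation most, to a median of 0.955. The median gene SD stayed at 0.12 with loess, while the distance between the 5th and 95th percentiles of genes fell from 7.14 to 2.82. The lower correlation is thus no sign of a larger spread between arrays.

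Gene ratios covered a range far wider than this spread. After each array's median was subtracted, the mean of the 4 arrays ran from -3.70 at the 5th percentile of genes to 3.43 at the 95th. Of the 327 genes at or below the 5th percentile, 206 had no probe well above background in Cy3 on any array, so the lower end rests on signal near background and no fold range is given. The SD of the ratios on an array was 2.19 ± 0.12 (SD, n = 4). The array of replicate 1 had the widest distribution, with an SD of 2.35, while the other 3 lay between 2.07 and 2.19. The range depended on how the signals were treated. With the processed signals of Feature Extraction, which include a LOWESS dye normalization, the distance between the 5th and 95th percentiles fell from 7.14 to 3.54 log2 units.

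**Figure D1:**
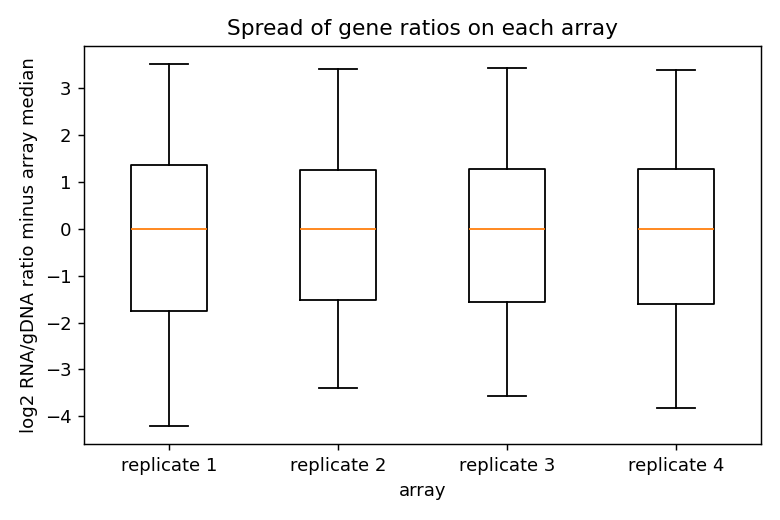
Distribution of gene log2 RNA/gDNA ratios minus the array median on each of the 4 arrays, with the line at the median, boxes at the quartiles and whiskers at the 5th and 95th percentiles. The array of replicate 1 reaches lowest, with its 5th percentile at -4.21 against -3.40 to -3.83 on the other 3 arrays.

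The second question was how well the 2 probes of a gene repeat, since this is the error of any comparison between genes. Over 4511 genes with both probes measured on all arrays, Pearson's r between the probe means was 0.963 across genes. The SD of 1 probe about its gene was 0.42 log2 units over these genes, against a root mean square SD across arrays of 0.23, a ratio of 1.79. A few discordant genes weigh heavily in both, but medians scaled to the SD of a normal distribution, 0.22 for probes and 0.12 for arrays, gave a ratio of 1.78. In 314 of these genes (6.96%) the probes differed by more than 1 log2 unit, and in 292 (6.47%) they lay on opposite sides of the median gene. The difference between probes was thus larger than the spread between arrays by both measures.

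**Figure D2:**
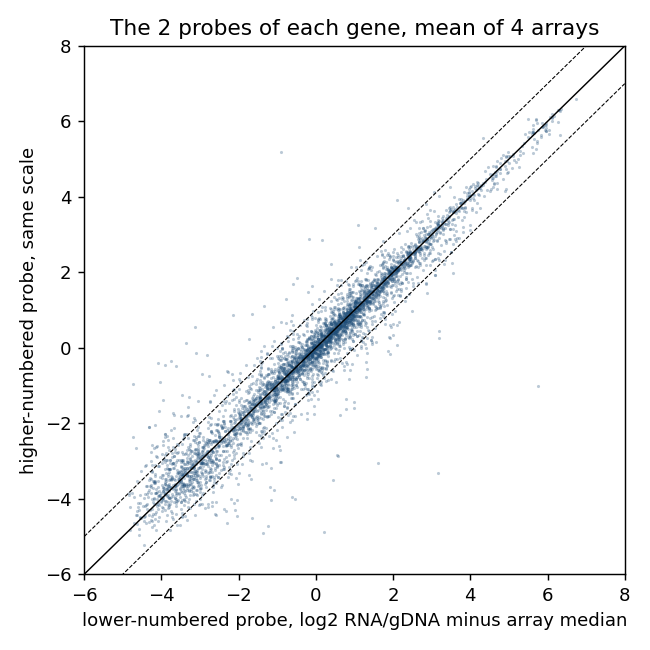
Mean log2 RNA/gDNA ratio over 4 arrays, minus the array median, of the lower-numbered probe (x axis) and the higher-numbered probe (y axis) of 4511 genes, 1 point per gene. The solid line marks equal values and the dashed lines a difference of 1 log2 unit, which 314 genes exceed.

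Division by the genomic DNA signal was tested for its effect on probe agreement. The SD of the difference between the 2 probes of a gene was 0.66 ± 0.05 for log2 Cy3 alone and 0.66 ± 0.04 for the log2 ratio (SD, n = 4). The Cy3 SD exceeded the ratio SD by 0.01 ± 0.03 log2 units (SD, n = 4), and by more than 0 on 1 of the 4 arrays. An exact two-sided sign-flip permutation test over the 4 arrays gave p = 1, and with 4 arrays such a test cannot go below 0.05. The difference was thus smaller than the spread between arrays. It also turned around under several alternatives, and was largest with the processed signals, where the ratio SD was higher than the Cy3 SD on every array and the difference was -0.23. The median absolute difference between the probes, a measure that gives less weight to the few discordant genes, was 0.29 ± 0.03 for Cy3 and 0.26 ± 0.03 for the ratio (SD, n = 4). By this measure, chosen after the data were examined, the ratio was the lower on 4 of the 4 arrays (difference 0.04 ± 0.04, SD, n = 4), which gives the smallest p-value that the same exact test can reach, still above 0.05. The differences of the 2 probes in Cy3 and in Cy5 correlated with a mean r of 0.397 across genes over the 4 arrays.

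**Figure D3:**
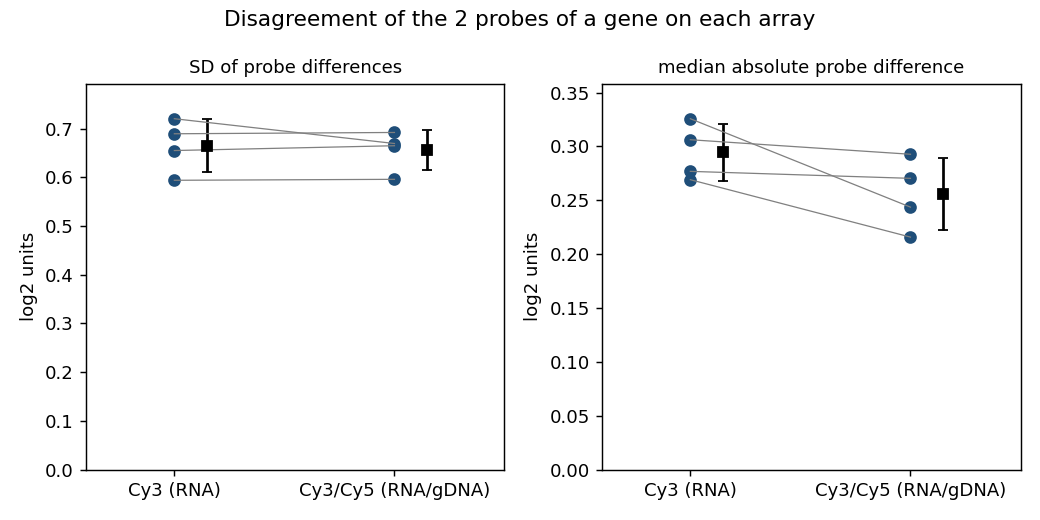
Disagreement of the 2 probes of a gene on each of the 4 arrays (circles, joined by array) for Cy3 alone and for the Cy3/Cy5 ratio, as the SD (left) and the median absolute difference (right), both in log2 units, with squares and bars for the mean and SD of the 4 arrays. The SD is lower for the ratio on 1 array, and the median absolute difference is lower on all 4.

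The third question was which genes lie above or below the median gene. By limma, with Benjamini-Hochberg adjustment at 0.05, 3101 of 6661 genes lay above and 3120 lay below, 93.4% of the genes tested. The near equal numbers follow from subtracting the median gene. The median standard error was 0.06 log2 units. These calls count error between arrays only. When a difference of more than 1 log2 unit was required, the alternative that moved the counts most, 1831 genes lay above and 2000 below. When each probe was tested by itself, both probes placed 2576 genes above and 2574 below among 6002 genes. In 130 genes (2.17%) the 2 probes were called on opposite sides. For 427 genes (6.40%) no probe was well above background in Cy3 on any array, and 409 of these lay below the median gene. Their ratios are estimates from signal near background and do not measure their level. For 12 of the 427, all of them above the median gene, no probe was well above background in Cy5 either, so neither channel was measured.

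Of the genes with both probes well above background on all arrays and probe means within 1 log2 unit, the highest ratio belonged to YALI0C09141g. It lay 6.66 ± 0.07 log2 units above the median gene (SD, n = 4; limma adjusted p = 3.02e-08), with its 2 probes at 6.74 and 6.59. With median centring only, the scale of the SD, the limma adjusted p was 1.645e-07. The height of the ratio depended on the processing. It was 5.54 with normexp, 1.21 with processed signals and 0.00 with loess within arrays, and under each of these other genes of the same 5 lay higher. YALI0F14663g followed at 6.53 ± 0.06 (SD, n = 4; limma adjusted p = 3.02e-08). The lowest was a gene listed as YALI0D02409g--COPY-2, at -3.88 ± 0.08 (SD, n = 4; limma adjusted p = 8.51e-07). YALI0F03256g followed at -3.73 ± 0.18 (SD, n = 4; limma adjusted p = 5.14e-06). All 5 of the lowest genes under this rule had a Cy5 signal at or above the 99.86th percentile of genes with YALI0 tags and shared at least 30 bases of a probe with another gene. Their Cy3 signals lay between the 38.3rd and the 41.2nd percentile, so their low ratios rest on a bright denominator.

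Among genes with both probes well above background, the SD across arrays was largest in YALI0D17490g, at 1.89 log2 units about a mean of 3.08 (n = 4; limma adjusted p = 0.00762). Its 2 probes differed by 6.68 log2 units, and the lower-numbered probe was left out as an outlier spot on 2 arrays. Its value was 1.44 with outlier spots kept and 4.75 with the last probe only, and it was no longer called with processed signals (0.46, limma adjusted p = 0.0777) or with loess within arrays (0.24, limma adjusted p = 0.0780), so neither the mean nor the call is firm. YALI0A02409g had an SD of 0.76 about -1.13 (n = 4; limma adjusted p = 0.0112), and YALI0F26675g had an SD of 0.72 about 0.61 (n = 4; limma adjusted p = 0.07). Their probes also disagreed, by 2.40 and -2.68 log2 units.

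A list of 6 locus tags was fixed before the data were examined. They had been chosen as acyl-CoA oxidase genes, because the study discusses peroxisomal genes for this species. Neither the data nor the reference used here pair the tags with names, so that assignment was not tested. The study describes peroxisome genes, judged as a whole set, as highly expressed in this species. A list of 6 tags does not test that. By limma, 4 of the listed tags lay below the median gene and 1 above, and the counts adjusted over the list alone were also 4 and 1. Of those below, YALI0E27654g (-3.21) and YALI0E06567g (-2.88) had some probe not well above background in some channel or array. The gene above was YALI0D24750g, at 1.39 ± 0.14 (SD, n = 4; limma adjusted p = 3.52e-06). YALI0F10857g lay at -0.11 ± 0.09 and was not called (SD, n = 4; limma adjusted p = 0.0648), while its 2 probes lay at -0.59 and 0.37. YALI0E32835g, at -3.21 ± 0.29 (SD, n = 4; limma adjusted p = 4.15e-07), was not well above background in Cy3 with either probe, so its level was not measured. The value moved to -0.75 with processed signals, and loess within arrays placed it above the median gene at 0.31.

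The authors' deposited values for the same arrays were set beside these ratios. They had medians of -2.23, -2.09, -2.21 and -2.06 on the arrays of replicates 1 to 4, and so are uncentred log2 ratios of RNA over genomic DNA. Between 99.67% and 99.98% of them per array equalled, within 1e-05, the log2 of the mean over unflagged probes of Cy3 over Cy5 median signal without background subtraction. At most 0.0301% equalled the background-subtracted ratio. Subtraction lowered the ratios of weakly expressed genes. When genes were ordered by ratio and divided into 10 bins, the median change was -0.44 log2 units in the lowest bin and 0.04 in the highest.

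**Figure D4:**
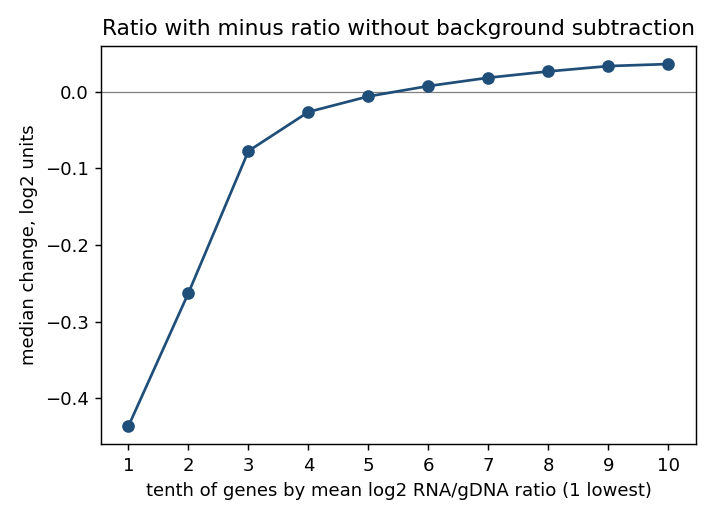
Median change in log2 RNA/gDNA ratio when the local background is subtracted (y axis, log2 units, each version centred on its median gene) in 10 bins of genes ordered by the mean of both versions (x axis). The lowest bin moves by -0.44 and the highest by 0.04.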

Values the study reported

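For most biological replicates, over all species, the study gave a correlation of R = 0.99, and it dropped those below R = 0.95. Its custom arrays carried 2 probes for each target gene.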

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

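All tests of explanations in this part were chosen after the result was seen, except the test of the span of the E1A spots. Of 51 sets of 4 array values examined, 3 had an array standing far from the others. Chance alone flags about 1 in 20 independent sets, but these sets are not independent, since several repeat each other and the genes among them include those picked for a large SD, so the count cannot be set against that rate. The design has 1 group, so no biological explanation was tested for any of these.

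On the array of replicate 2, division by genomic DNA made the SD of probe differences lower than that of Cy3 alone, with Cy3 minus ratio at 0.0509 log2 units. On the other 3 arrays that difference was -0.00986 to -0.00196, so the ratio SD was the higher there. Among probes well above background in both channels the gap of this array above the next was 0.322 of the range, so the array no longer stood apart, which is consistent with a part played by dim probes. Without subtraction of the local background the gap was still 0.833 of the range, which argues against the subtraction as the source. Chance was not excluded.

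YALI0A02409g had a centred log2 ratio of 0.0157 on the array of replicate 2 and of -1.56 to -1.45 on the other 3. YALI0F26675g had 1.69 on the array of replicate 1 and 0.201 to 0.314 on the others. In both, 1 of the 2 probes had been left out as an outlier spot on 1 array, and the probes differ by 2.40 and -2.68 log2 units. YALI0D17490g, whose SD was the largest, had 1 of its probes left out on 2 arrays. When outlier spots were kept, the SDs of all 3 genes fell, to at most 0.138 log2 units. The loss of 1 of 2 discordant probes on some arrays is therefore a candidate explanation for their variability, and no variation of the transcript is needed. Of the 430 genes with an SD above 0.5, 88 fell to 0.5 or less in the same way, and a left-out spot was about as common in this group (35.8%) as among all genes measured on 4 arrays (30.9%). In 413 of the 430 (96.0%) some probe was not well above background in some channel or array, against 25.8% of all genes measured on 4 arrays, so most of the group goes with dim probes.

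The E1A control spots, which no comparison used, were brighter than the negative controls. Their median was 4.03 times (SD 0.522, n = 4 arrays) that of the negative controls in Cy3 and 5.55 times (SD 0.782, n = 4) in Cy5. An RNA spike-in added to the samples would be expected to cover a wide range of levels. The 10 E1A sequences spanned at most 16.8-fold in Cy3 on 1 array, between the ranges set beforehand for and against a spike-in, and in Cy5 they spanned 16.4- to 29.7-fold, more than in Cy3 on every array. A span of this size thus also arose in the genomic DNA channel. The Cy3 spans are also folds over the dimmest sequence, which had 45.5 to 72 on the 4 arrays. The negative control medians in Cy3 were 30 to 52.5, so the size of these folds rests on signal near background. A spike-in cannot be told apart from unspecific binding in Cy3 by this test. A spike-in in the Cy3 sample alone would leave Cy5 near the negative controls, and the 5.55-fold excess in Cy5 argues against it as the source there. Unspecific binding of genomic DNA to these sequences stays open.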

How the results depend on the processing

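The median correlation between arrays (0.991) differed by less than its SD over pairs when normexp, no background subtraction, the filter on dim probes or the deposited table was used, and after quantile normalization, which was added later. It moved to 0.978 with the processed signals, 0.955 with loess within arrays, 0.994 with outlier spots kept, 0.989 with the first or the last probe only (0.9891 and 0.9887), and 0.974 with the negative control signal as background, also added later. The median SD of a gene (0.12) moved to 0.10 with the filter on dim probes (0.0989), 0.11 with outlier spots kept (0.109), 0.13 with the first probe only (0.135) and 0.14 with the last (0.138). Averaging the probes, leaving out saturated spots and median centring changed nothing here by construction, since the median of 2 probes is their mean, no spot was saturated and both measures ignore an array's median. Leaving out each array in turn gave correlations of 0.989 to 0.992 and median SDs of 0.0997 (without replicate 1) to 0.123.

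The distance between the 5th and 95th percentiles of gene ratios depended strongly on the processing. It was 7.14 log2 units as reported, 3.54 with processed signals, 2.82 with loess within arrays, 6.52 with normexp, 6.65 without background subtraction and with the deposited table, 5.30 with the filter on dim probes and 8.32 with the negative control signal as background. All these alternatives were applied to it after the data were seen. Loess and the processed signals fit the ratio on brightness, and a gene with much RNA is bright, so they remove part of the range by their construction. The filter on dim probes leaves out the lowest genes. Subtraction of the background moves the ratios of the lowest bin of genes by -0.44 and those of the highest by 0.04, which accounts for the narrower range without it and in the deposited table. The cause was not tested for normexp and the negative controls. Without each array in turn it was 6.97 to 7.28.

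The effect of division by genomic DNA on the SD of probe differences (0.00909) was close to 0 and its sign was not stable. It was -0.231 with processed signals, -0.151 with normexp, -0.00177 without background subtraction and -0.00486 with the filter on dim probes. Leaving out arrays in turn gave -0.00483 (without replicate 2) to 0.0154, so the positive sign rests on that array. By the median absolute difference (0.0388, a measure added later) it was -0.192 with processed signals and -0.0631 with normexp, and 0.0244 to 0.0496 without each array in turn. With so few arrays no such test can pass 0.05, so the p-values say nothing about stability. The cause was not tested.

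The numbers of genes above (3101) and below (3120) the median gene stayed within 1.5 times under every alternative except the requirement of more than 1 log2 unit, which gave 1831 and 2000 by asking for a larger difference. Without each array in turn they were 3055 to 3088 and 3064 to 3082. The median gene was subtracted under every alternative, so near equal counts above and below follow by construction. Most genes lay far from it relative to the standard error, so stable counts say little. The calls themselves were less stable than the counts. Of 6221 calls, 5172 were also called under loess within arrays, 1459 of them in the opposite direction. With processed signals 5560 were called in both, 578 of them in the opposite direction. With normexp the numbers were 5964 and 59. The filter on dim probes leaves out the lowest genes and so raises the median gene, which moved the genes measured there by a median of -0.50. Of the 4494 genes called in both, 309 were in the opposite direction, and 4 once this common shift was removed, so these are no sign of unstable genes. Between 26 and 36 calls turned around when 1 probe was used, and 0 did when an array was left out. A count within range is thus no sign that the same genes were called.

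For the 19 genes named by the rule, 297 of 319 values under alternatives kept their direction and their side of the threshold, 6 were no longer called, 11 became called and 5 reversed. Values under the filter on dim probes include the common shift. YALI0F26675g was -0.24 with processed signals, -0.45 with loess within arrays and -1.12 with the first probe only. YALI0E32835g was 0.31 with loess within arrays. YALI0F10857g was 0.38 with the last probe only and -0.61 with the first, so the sign of its level depends on the probe. Leaving out the array of replicate 1 lowered the value of YALI0F26675g from 0.60 to 0.25 and made it a call (limma adjusted p = 0.00637), and made YALI0F10857g a call at -0.14 (limma adjusted p = 0.0429). YALI0A02409g was no longer called without replicate 4 (limma adjusted p = 0.0532).

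Not run were the alternatives for gene sets and for intron-containing genes, as those tests had no gene annotation, and the slide as a block, as all arrays share 1 slide. No paired analysis was possible because there is 1 group. What limits dim genes is signal over background, since 427 genes were not well above background in Cy3 with any probe on any array.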

Other observations

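The tests of genes without genomic DNA signal, of the lowest genes and the genes that share probe sequence, of the covariance between neighbouring tags and of the deposited values were chosen after the result was seen. Nothing here was compared between groups, as there is 1 group, so no biological explanation was tested. The other tests of explanations were set out before their outcome was seen. This is not claimed for the comparisons of the replicate 1 spread among probes well above background and by the gap over the range.

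The array of replicate 1 had an SD of log2 ratios 0.16 above the next array, while the other 3 spanned 0.12. Unspecific Cy3 signal above the local background would be removed by subtracting the negative control signal. With that subtraction the excess was 0.216, more than the 0.10 spanned by the others, which argues against it. The excess was also larger than the span of the others among probes well above background (0.0779 against 0.0274). By the criterion used above for an array far from the others it did not stand out, with a gap of 0.576 of the range (0.740 among probes well above background), so chance stays open.

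The 2 probes of a gene differed more than gene values, which average 2 probes, did between replicate arrays. If dim probes were the whole source, the difference would vanish among the 3328 genes with both probes well above background and measured on all arrays. There the SD of 1 probe about its gene fell from 0.42 to 0.34, the median absolute probe difference from 0.21 to 0.17 and the share of genes with probes over 1 log2 unit apart from 6.96% to 4.81%, so dim probes may play a part. But the SD of 1 probe about its gene was still 2.94 times the root mean square replicate SD, which itself fell from 0.23 to 0.12, and by medians the ratio was 1.78 with and without dim probes. The difference in GC content explained 0.0332% of the variance of probe differences. The mean difference between lower- and higher-numbered probes was 0.0376 of the SD. These values argue against GC content and order of design, and against dimness as the whole source. Whether probes lie in different parts of a gene, or meet cross-hybridizing sequence, was not tested.

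Genes with consecutive locus tags had similar ratios. Over 6605 pairs of tags, leaving out pairs in which both share probe sequence with other genes, Pearson's r was 0.132 across pairs and Spearman's rho was 0.129 (permutation p = 1e-05, the smallest that 100000 permutations can give). It was positive on each of the 4 arrays, at most 0.140. It was 0.0588 at 2 tags apart and 0.00972 at 5 tags apart. Adjacent spots on the array with tags far apart correlated at 0.00787, which argues against position on the array. Log2 Cy5 of consecutive tags correlated at 0.111, nearly as strongly as log2 Cy3 (0.127), so the planned comparison of these correlations did not decide. The Cy5 values vary much less, though, and their covariance was 7.32% of that of the ratio, which argues against the genomic DNA signal as the main source. That neighbouring genes may share expression remains a hypothesis, since tags were taken as a stand-in for position and r is small. The r by letter of the tag ran from 0.0678 (F) to 0.224 (A).

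In 3208 genes with a probe open in only 1 reading frame, more G or C at the third positions of that frame went with a higher ratio (Spearman's rho 0.172 across genes). At the other positions rho was -0.0780 and 0.107. The third positions exceeded the others by less than the factor set beforehand for excluding an effect of probe GC content, so an effect of codon choice and an effect of probe GC content cannot be told apart here.

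The 29 genes named cob-i, cox1-i or CAC28 in the files, a group noticed in the data, had a median Cy5 signal 7.09 times that of genes with YALI0 tags, and 25 of them lay above the 95th percentile. The same number of YALI0 genes with the lowest probe GC content had a median log2 Cy5 of -0.351 relative to all YALI0 genes, so GC content is unlikely to be the source. An organelle genome in many copies in the genomic DNA is a possible explanation that was not tested. Because Cy3 was also high, their median ratio was only 0.08 log2 units above the median gene. If copies do raise Cy5, such ratios are levels per copy.

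All 12 genes without Cy5 signal above background lay above the median gene, by a median of 2.87 log2 units, at the 91.8th percentile, and limma called all 12. All 12 also had no Cy3 signal well above background, as division of background by background would give. Negative control spots had more net Cy3 (41.4) than net Cy5 (17.2), while gene probes had 919 and 4382. A ratio of background to background would thus lie above the median gene. The median net Cy5 of the 12 genes was 1.95 times that of the negative controls, and all 12 kept a value after subtraction of the negative control signal. Spots at background can also exceed the median of the negative controls, so these values do not exclude that explanation. Whether background is the whole source is not settled. Whether the strain lacks these sequences was not tested.

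The 5 lowest ratios among well-measured genes belong to genes with bright Cy5. That follows in part from the rule, since Cy3 had to be well above background, and genes with lower ratios outside it mostly had no Cy3 signal well above background. Of these 5 genes, 5 share 30 bases of a probe with another gene, but as they were chosen for the pattern this decides nothing. Leaving them out, the 47 other genes that share 30 bases and meet the same conditions had a median log2 Cy5 1.70 above that of genes sharing none, and 36 of them lay above the 95th percentile of those genes. The conditions leave out genes without Cy5 signal. Over all 84 other genes that share 30 bases the excess was 1.19, with 47 above the 95th percentile, but 14 lay below the 5th percentile and 7 had no Cy5 signal well above background. The excess is consistent with sequence in several copies raising the genomic DNA signal of many of these genes, and the genes at the low end go against it as a general rule.

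The deposited values match signals without background subtraction. At least 99.669% of values per array were equal within 1e-05 to that formula and at most 0.0301% to the subtracted one, although the methods of the study describe subtraction. Which version entered the published analysis is not known from the files.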
